A study of Homo sapiens with 34 samples.

How the data were processed

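RNA sequencing was done on total RNA from H1 cells, an established line of human embryonic stem cells. Per the labels' protocols, the cells received shRNA constructs by lentivirus and were selected with puromycin. The shRNA targets that enter the comparisons here are HNRNPU, a nuclear RNA-binding protein, and luciferase (LUC), which has no target in human cells and serves as the control. The libraries analysed form a time course after actinomycin D (ActD), a drug that blocks transcription, sampled at 0, 1, 2 and 4 h. There were 2 libraries for each shRNA and time, which makes 16 libraries in 8 groups. Groups were taken from the sample titles. The treatment label of the ActD libraries titled shLUC names an shRNA against HNRNPU, so the title was followed, and the level of HNRNPU itself was checked in every library.

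The authors deposited a table of CPM, read counts scaled to the library total, with 1 column per library. It has 13522 rows, of which 12683 are genes with Ensembl identifiers and 839 are repeat families. The aligner, the counting tool and the genome build are not given in the sources used here. Columns summed to between 90.6% and 94.5% of the CPM scale, so the CPM values the authors deposited are relative to library totals larger than the rows listed. In every column, 100% of values were whole multiples of the value of 1 read, to a tolerance of 1e-06 reads, and this gave library totals between 9313722 and 10239206 reads. One read was therefore worth 0.0977 to 0.107 CPM. The lowest row mean was 1.55 CPM, so rows of low value are absent from the table. The authors also deposited a table of mean CPM for 12564 genes and a table of log2 fold changes from 0 h. The first equalled the mean of the 2 libraries and the second equalled log2 of the ratio of means after adding 0.1 CPM, both to a tolerance of 1e-09. They were used only for these checks, and every value reported comes from the table with 1 column per library.

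All 12683 gene identifiers were found in GENCODE release 29 on GRCh38, and 12662 of their symbols were equal to that annotation. Of the genes, 12377 were annotated as protein coding and 306 as lincRNA. Coordinates, gene types, GC content and transcript lengths come from that annotation, and no coordinate of the authors' build was used. Of the gene symbols, 8 stand on more than 1 gene row. MATR3 is one of them, on 2 overlapping gene models that share reads, so its values are uncertain.

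Tests were run on log2(CPM + 1), so fold changes of low genes are understated. Values were fitted with limma 3.58.1 in R 4.3.3, with 1 mean per shRNA and time, all 16 libraries sharing the estimate of the spread, and a trend of the spread on the mean. Rows with a mean of at least 1 CPM were kept, which removed 0 genes and 0 repeat families. Genes and repeat families were fitted separately. All tests were 2-sided, and p-values were adjusted by the Benjamini-Hochberg method with a threshold of 0.05. The 4 h interaction, the 4 h change within each shRNA and the 0 h difference were planned before the data were examined. The 1 h and 2 h comparisons, the tests of repeat families and the permutation test over ActD time points were added once the time course was in hand. The interaction at 1, 2 or 4 h is the change from 0 h in shHNRNPU minus the change from 0 h in shLUC. The test planned for normalized values was used, since the deposited unit is CPM. The values convert to whole reads, and the test planned for counts, edgeR quasi-likelihood, was not run on those reads. HNRNPU was also tested by an exact permutation test within time points. Values scaled within each library cannot show a loss of RNA common to all genes, so all changes are relative to the rest of the library.

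Preset gene lists were tested with camera, using an inter-gene correlation of 0.01, on the 0 h difference and on the 4 h interaction. Of 10 lists, 8 had at least 2 genes in the table, which gave 16 tests. The remaining 2 lists, endoderm and trophoblast, had too few genes for a test. These lists had been planned for 18 libraries without ActD, including 2 shRNAs against HNRNPU and 1 against MATR3, which were not analysed here. The planned comparisons of those libraries were therefore not run, and the lists were applied to the ActD libraries.

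The genes named were set by a rule made before the data were examined: HNRNPU, MATR3, POU5F1, SOX2 and NANOG, and the 3 largest changes of each sign in the 4 h interaction among genes past the threshold. Genes named for the 0 h difference and for the 1 h interaction, all repeat families named, and the genes falling in both shRNAs were chosen after their values were seen.

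The fit was tested on simulated data for the 4 h interaction over 12683 genes, of which 200 were changed, at the real library totals and with a noise SD of 0.1 log2 beside counting error. Calls recovered 40% of genes changed 1.5-fold, 78% at 2-fold, 98% at 3-fold and 100% at 4-fold. Of 166 calls, 8 were unchanged genes, which is 4.82%. In unchanged libraries simulated 50 times, correlations between contrasts were computed to stand beside the observed ones.

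Alternatives fixed before the data were examined were a fit with only the groups of the comparison, a replicate block, each library left out in turn, 2 other filters, median-of-ratios and quantile scaling, pseudocounts of 0.1 and 10, a robust spread model, 2 stricter thresholds, and 2 other gene list tests. Removal of each library's trend over 20 bins of GC content and 20 bins of transcript length, a joint fit of genes and repeat families, and library quality weights were added after the data were seen. Figures were drawn with matplotlib 3.10.9.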

Results

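Total RNA was sequenced from H1 human embryonic stem cells carrying an shRNA against HNRNPU or a control shRNA against luciferase, at 0, 1, 2 and 4 h after transcription was blocked with ActD. Each of the 8 groups held 2 libraries. The 16 libraries had totals between 9313722 and 10239206 reads, and expression was given as CPM for 12683 genes and 839 repeat families. The 10 most abundant genes took between 3.63% and 5.06% of a library. At these totals 1 read equalled about 0.1 CPM.

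The first principal component held 54.8% of the variance over genes and followed time, and the second held 26.6% and separated the shRNAs. Replicates correlated across genes at r between 0.992 and 0.994 in 7 of the 8 groups. In shLUC at 2 h the correlation was 0.978, and 206 genes differed by more than 2-fold between the replicates, against 6 to 37 genes in the other groups. All groups share 1 estimate of the spread, so this pair entered every test.

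**Figure D1:**
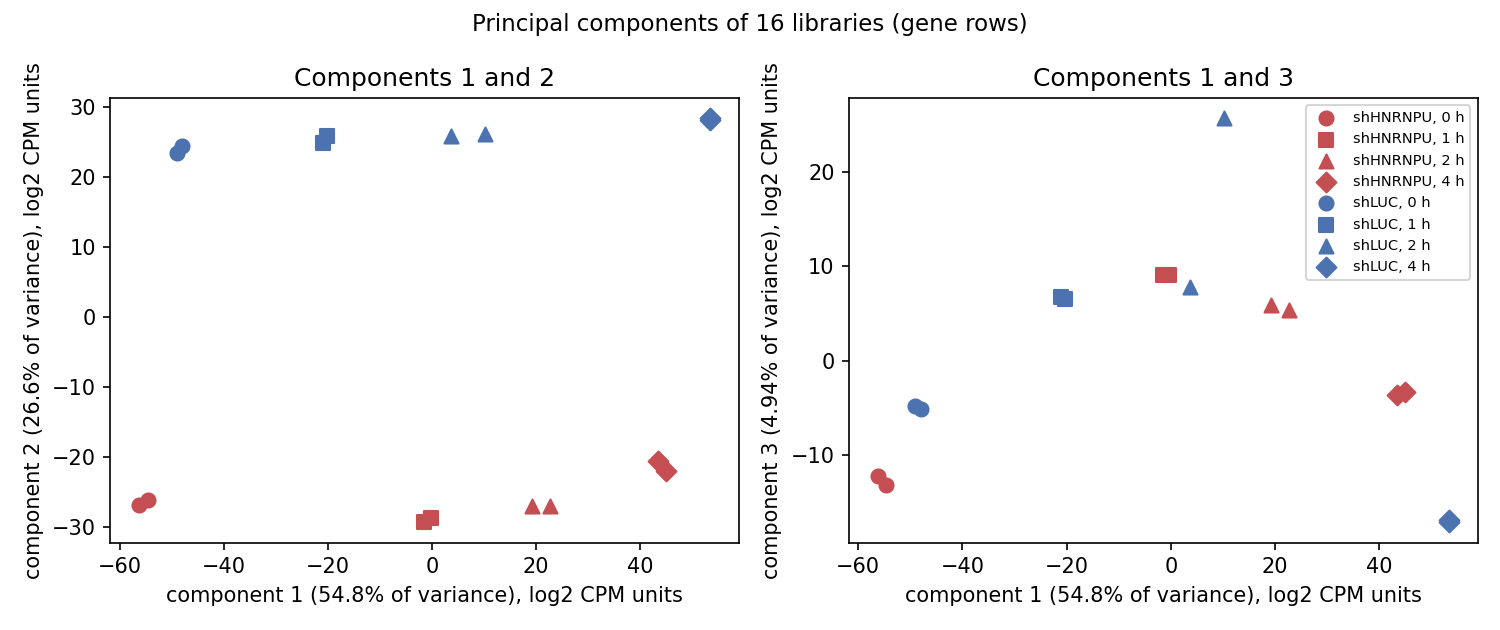
Scores of the 16 libraries on principal components 1 and 2 (left) and 1 and 3 (right), computed from log2(CPM + 1) over genes, with colour for the shRNA and symbol for the hours after ActD. The shRNAs separate on component 2, and shLUC at 2 h replicate 2 stands apart at 25.7 on component 3.

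HNRNPU (ENSG00000153187, chromosome 1, 244840638 to 244864560, protein coding, GRCh38) was examined first as a check of the labels. At 0 h its level was 745 ± 35.0 CPM in shLUC and 338 ± 0.937 CPM in shHNRNPU (SD, n = 2). The log2 difference at 0 h was -1.14 (SE 0.08, limma adjusted p 2.62e-09). Over all times the lowest shLUC library held 721 CPM and the highest shHNRNPU library 388 CPM. The mean log2 difference over all times was -1.21, with a two-sided exact permutation p of 0.00154 over 1296 arrangements within time points, which is the smallest p these arrangements can give. The ActD change of HNRNPU was not called different between the shRNAs, with an interaction of -0.01 at 1 h and -0.20 at 4 h. These interactions changed sign under other scalings, quantile scaling giving 0.03 at 4 h and median-of-ratios scaling giving 0.06 at 1 h. At 4 h the interaction was called without shLUC at 2 h replicate 1 (limma adjusted p 0.0316) or without replicate 2 (0.0318).

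Before ActD, 4920 of 12683 genes differed between shHNRNPU and shLUC by limma at an adjusted p threshold of 0.05, of which 2644 were higher and 2276 lower in shHNRNPU. At least 2-fold differences were found in 168 genes that were higher and 503 that were lower. The alternative with the largest effect on the count, a required log2 difference of at least 1, gave 671 genes. Without shLUC at 0 h replicate 2 the count was 3154.

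POU5F1 (ENSG00000204531, chromosome 6, 31164337 to 31180731) was at 1683 ± 14.4 CPM in shLUC and 1705 ± 71.4 CPM in shHNRNPU at 0 h (SD, n = 2). Its log2 difference was 0.02 (limma adjusted p 0.915), smaller than the spread between replicates, and it became -0.02 without shHNRNPU at 0 h replicate 1. SOX2 (ENSG00000181449, chromosome 3, 181711924 to 181714436) differed by -0.06 at 0 h (adjusted p 0.72). NANOG (ENSG00000111704, chromosome 12, 7787794 to 7799141) was higher in shHNRNPU, at 125 ± 13.4 CPM against 71.4 ± 5.42 CPM, a log2 difference of 0.79 (SE 0.11, adjusted p 2.03e-05). MATR3 (chromosome 5) was not called at 0 h on either of its overlapping gene models, at 0.15 on ENSG00000015479 and 0.12 on ENSG00000280987, with adjusted p of 0.0856 and 0.166. Without shLUC at 2 h replicate 1 both were called, at adjusted p of 0.00687 and 0.0311, and without replicate 2 at 0.00689 and 0.0311. Both were also called when only the groups of the comparison were fitted and with quality weights, and under quantile scaling ENSG00000015479 alone was called.

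The genes with the largest differences at 0 h were chosen after their values were seen. HIST1H2BK (ENSG00000197903, chromosome 6, 27146418 to 27146798) rose from 3.41 ± 0.274 CPM in shLUC to 78.1 ± 7.47 CPM in shHNRNPU (SD, n = 2), a log2 difference of 4.16 (limma adjusted p 2.26e-12). CER1 differed by 3.78 and VGF by 3.26. MYH2 fell by 2.59, PPFIA4 fell by 2.51 and HPN fell by 2.41 on the log2 scale. HIST1H2BK belongs to a family of near-identical copies between which reads can be divided, so its own value is uncertain.

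Gene lists fixed before the data were examined were tested by camera over 16 tests, and 0 of 8 were called at 0 h. The mesoderm list, of which 2 of 12 genes were in the table, came nearest, with a median log2 difference of -1.02 and an adjusted p of 0.0584. At 0 h the adjusted p was 0.517 for the pluripotency, ectoderm, primed, nuclear matrix and interferon response lists, 0.914 for the p53 response list and 0.962 for the naive list. By fry, the pluripotency (adjusted p 0.0133), ectoderm (0.000788) and mesoderm (0.000788) lists were called at 0 h. Fry asks whether the genes of a list change, and camera whether they change more than the other genes. With 4920 of 12683 genes called at 0 h, a call by fry does not set a list apart from the rest. With an estimated inter-gene correlation 0 of the 16 tests were called. Over both contrasts camera called 1 list test, and 2 without shLUC at 0 h replicate 1, without shHNRNPU at 0 h replicate 2 or without either shHNRNPU library at 4 h. In the pluripotency list at 0 h, 5 genes were higher and 2 lower adjusted over all genes, and 5 and 2 adjusted over the list alone.

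ActD was used to follow how levels change once transcription is blocked. In shLUC 1194 genes had changed by 1 h, 4683 by 2 h and 7670 by 4 h, and in shHNRNPU 3988, 5623 and 7643 genes, by limma. The 1 h counts moved when single libraries were left out: without shLUC at 0 h replicate 2 the shLUC count was 461 and without shLUC at 2 h replicate 2 it was 2245, and without shHNRNPU at 1 h replicate 2 the shHNRNPU count was 2605. At 4 h 5521 genes were lower and 2149 higher in shLUC, and 5330 lower and 2313 higher in shHNRNPU. The split depends on the scaling, because CPM moved the median gene by -0.22 in shLUC and -0.20 in shHNRNPU at 4 h. Under median-of-ratios scaling, 4198 genes were higher and 4096 lower in shLUC at 4 h, and 4241 and 3980 in shHNRNPU. Quantile scaling reversed the split, with 4847 higher and 3541 lower in shLUC, and 4725 and 3418 in shHNRNPU. Across genes, which are not independent replicates, the 4 h changes in the shRNAs correlated at r = 0.878. These changes share no library, so the r of -0.00178 in simulated unchanged libraries follows from the design. Both shRNAs called 5995 genes in the same direction and 62 in opposite directions.

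Genes that fell at least 2-fold by 4 h in both shRNAs numbered 2071. Their median log2 change in shLUC was -0.44 at 1 h, -0.94 at 2 h and -1.74 at 4 h, and in shHNRNPU it was -0.85, -1.28 and -1.67. By 1 h the median gene had reached 25.2% ± 0.403 of its 4 h fall in shLUC and 50.8% ± 1.44 in shHNRNPU (SD, n = 2), a difference larger than the spread between replicates. At 2 h these shares were 52.9% ± 4.90 and 75% ± 2.3. Of the 2071 genes, 1898 had fallen further in shHNRNPU at 1 h, 1729 at 2 h and 916 at 4 h. This set was defined after the values were seen. It requires a fall at 4 h in both shRNAs, which favours similar 4 h values, so their closeness at 4 h is not a separate result.

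**Figure D2:**
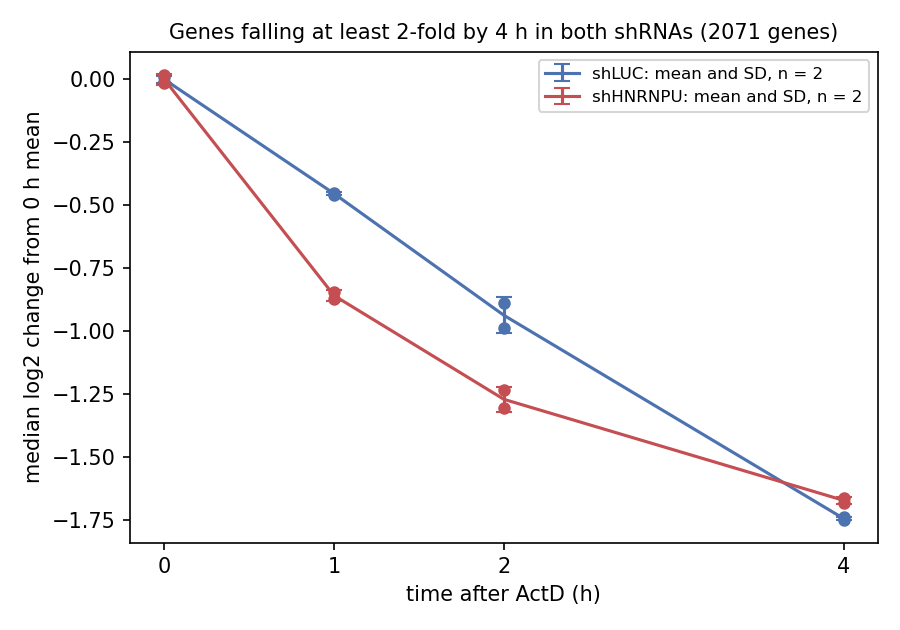
Median log2 change from the 0 h mean (y axis) against hours after ActD (x axis) over the 2071 genes that fell at least 2-fold by 4 h in both shRNAs; points are libraries and bars the SD of 2 libraries. The shRNAs lie apart at 1 h, at -0.44 in shLUC and -0.85 in shHNRNPU. They come close at 4 h, where the choice of genes favours closeness.

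The interaction between the shRNA and ActD was called by limma for 395 genes at 1 h, of which 374 were lower and 21 higher in shHNRNPU relative to shLUC. At 2 h it was called for 453 genes, 389 lower and 64 higher. At 4 h it was called for 1133 genes, 460 lower and 673 higher. The spread of the shLUC 2 h pair limited these counts. Without shLUC at 2 h replicate 2 they were 1686, 1110 and 2595, and without replicate 1 they were 1687, 3064 and 2588. The splits moved with them: at 1 h 1184 genes were lower and 503 higher without shLUC at 2 h replicate 1, and 1187 and 499 without replicate 2. At 2 h 1693 were lower and 1371 higher without replicate 1, and 887 and 223 without replicate 2. Fitting only the groups of the comparison gave 2328, 144 and 2398 genes, of which 1654 were lower and 674 higher at 1 h. Leaving out any library of the 0 h or 1 h groups, which leaves 1 library in its group, lowered the 1 h count to between 94 and 188 genes, and without shLUC at 0 h replicate 2 the 4 h count was 454. Under median-of-ratios scaling the split at 1 h was 264 lower and 64 higher, and under quantile scaling 162 lower and 49 higher. At 2 h median-of-ratios scaling gave 346 lower and 148 higher, and quantile scaling 205 lower and 150 higher. Removing trends on GC content and transcript length gave 158 genes at 1 h, 368 at 2 h and 969 at 4 h. Of these, 138, 307 and 758 were also called without the correction. The 1 h and 4 h interactions share the 0 h libraries. Across genes they correlated at r = 0.457, against 0.502 in simulated unchanged libraries. For the 0 h difference and the 4 h interaction r was -0.379, against -0.708. Neither was stronger than shared libraries alone gave.

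The 3 largest rises in the 4 h interaction were CYP26A1 (ENSG00000095596, chromosome 10, 93073475 to 93077890), FEZF1 (ENSG00000128610, chromosome 7, 122301394 to 122310691) and SDK2 (ENSG00000069188, chromosome 17, 73334384 to 73644089). CYP26A1 went from 4.08 ± 1.22 to 1.41 ± 0.993 CPM in shLUC and from 1.66 ± 0.442 to 12.5 ± 6.31 CPM in shHNRNPU (SD, n = 2), an interaction of 3.40 (SE 0.49, limma adjusted p 0.000254). FEZF1 had an interaction of 2.53 (SE 0.32, adjusted p 6.76e-05) and SDK2 one of 2.30 (SE 0.30, adjusted p 0.000109). The largest falls were EGR1 (ENSG00000120738, chromosome 5, 138465490 to 138469315) at -2.05 (adjusted p 0.00268), JUN (ENSG00000177606, chromosome 1, 58780788 to 58784327) at -1.84 (adjusted p 0.000516) and RASGRF2 (ENSG00000113319, chromosome 5, 80960672 to 81230156) at -1.73 (adjusted p 3.78e-05). EGR1 in shLUC was at 4.44 ± 0.122 CPM at 0 h, 3.14 ± 1.32 at 1 h, 1.79 ± 1.04 at 2 h and 4.27 ± 0.0785 at 4 h (SD, n = 2), and its 2 h change of -1.02 was called (limma adjusted p 0.00645). In shHNRNPU it went from 20.8 ± 3.04 to 4.10 ± 0.686 CPM by 4 h. RASGRF2 was at 22.4 ± 0.777 CPM at 0 h, 19.2 ± 4.21 CPM at 2 h and 20.9 ± 1.17 CPM at 4 h in shLUC, and went from 36.5 ± 0.658 to 9.56 ± 0.701 CPM in shHNRNPU.

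SOX2 fell from 261 ± 4.89 to 95.7 ± 3.37 CPM by 1 h in shLUC and from 250 ± 12.8 to 39.9 ± 0.509 CPM in shHNRNPU (SD, n = 2). Its interaction was -1.18 at 1 h (limma adjusted p 0.000756) and -0.39 at 4 h (adjusted p 0.162). NANOG had an interaction of -1.07 at 1 h (adjusted p 0.000884) and -0.72 at 4 h (adjusted p 0.00795), and at 4 h its levels were 18.9 ± 0.393 and 19.9 ± 0.00350 CPM. The 4 h call of NANOG was lost without shLUC at 0 h replicate 2 (adjusted p 0.0601) and without shHNRNPU at 0 h replicate 2 (adjusted p 0.0637). POU5F1 was not called, at 0.13 at 1 h and -0.20 at 4 h. MATR3 was not called on ENSG00000015479, at -0.14 at 1 h and -0.27 at 4 h, or on ENSG00000280987, at -0.13 and -0.25, and at 1 h both changed sign under the GC content and length correction. Without shLUC at 2 h replicate 1, the 4 h interactions were called for SOX2 (adjusted p 0.0106), POU5F1 (0.0139) and MATR3 (0.00349 and 0.00639). Without replicate 2 the same 4 tests were called, at limma adjusted p of 0.00999, 0.014, 0.00348 and 0.00635. Fitting only the groups of the comparison also called them, and quality weights called SOX2 and MATR3.

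**Figure D3:**
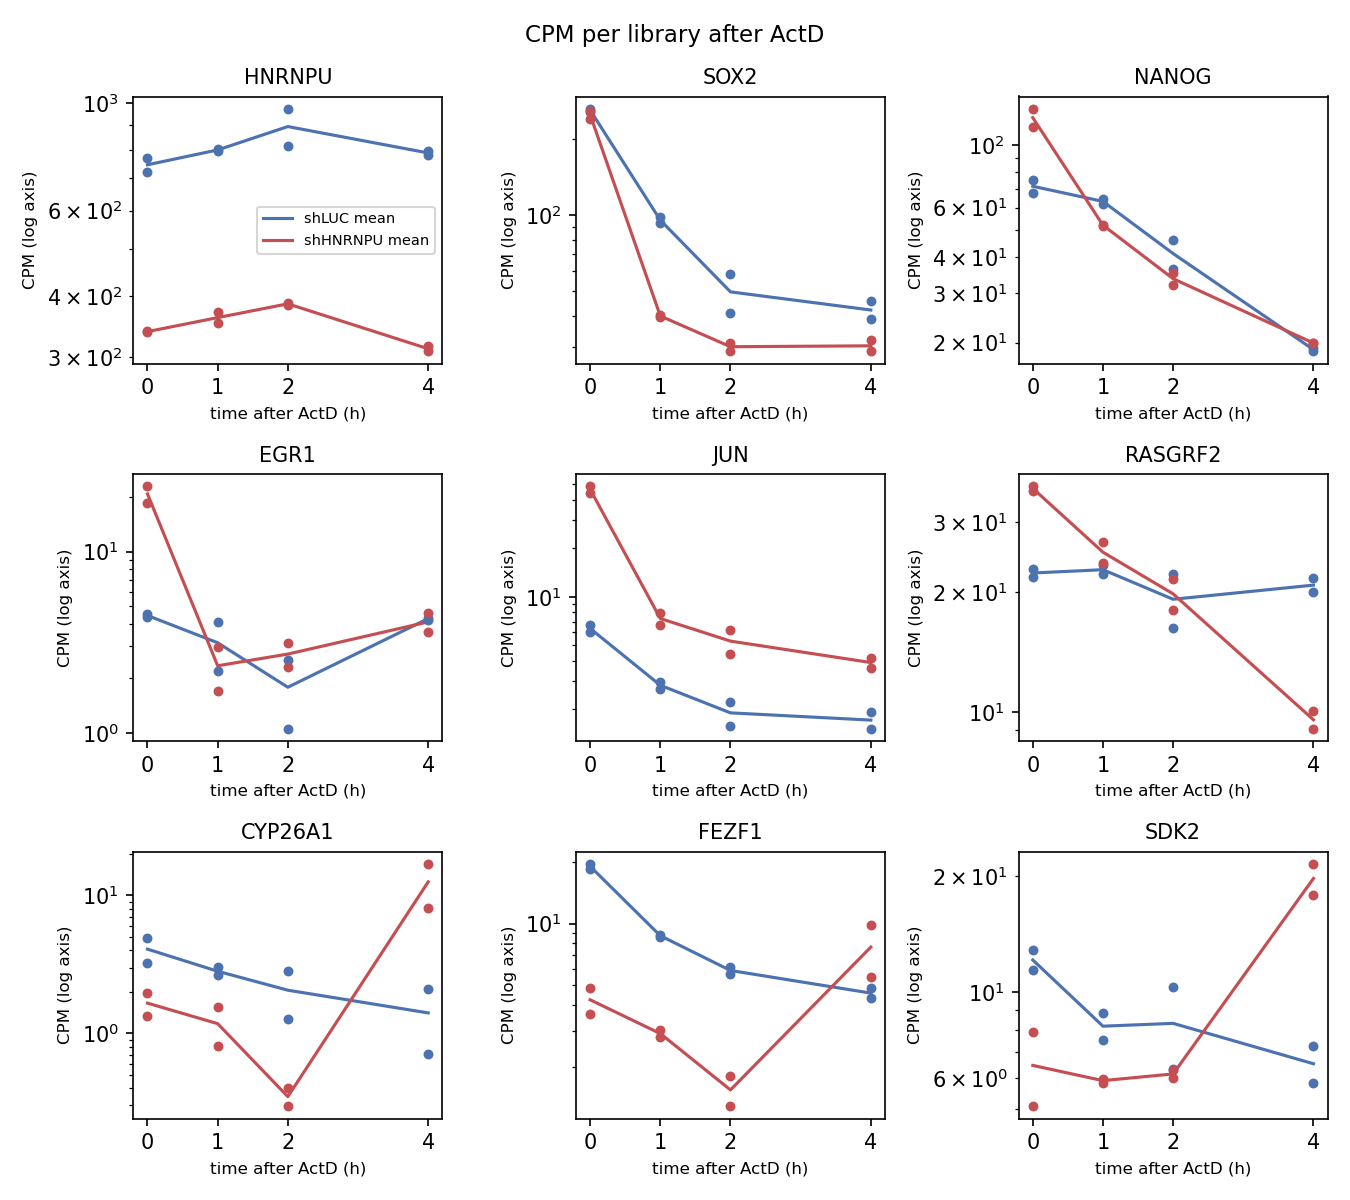
CPM on a log axis against hours after ActD for 9 genes named in the text, with points for libraries and lines for the mean of 2 libraries. HNRNPU stays lower in shHNRNPU at every time, and CYP26A1, FEZF1 and SDK2 stand higher at 4 h than at 0 h in shHNRNPU.

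The largest falls of the 1 h interaction, chosen after their values were seen, were EGR1 at -2.29 (limma adjusted p 0.00229), ARC at -2.02 (adjusted p 0.00106) and DUSP6 at -1.96 (adjusted p 0.000298). Of the gene lists, the pluripotency list alone was called in the 4 h interaction, with a median of -0.21, a mean of -0.24 and a camera adjusted p of 0.00503. It was called by fry (adjusted p 0.00147) and not with an estimated correlation (adjusted p 0.0783). In that list 3 genes were lower adjusted over all genes and 4 adjusted over the list alone. Camera adjusted p at 4 h was 0.517 for the nuclear matrix list, 0.797 for the p53 response list, 0.962 for the naive list and 0.914 for the ectoderm, mesoderm, primed and interferon response lists. The primed list had a median of 0.17 and a mean of -0.08. The p53 response list, with a median of -0.02 and a mean of 0.01, and the interferon response list, with -0.06 and 0.02, also differed in sign.

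Repeat families were fitted separately. At 0 h 55 of 839 families differed, 22 higher and 33 lower in shHNRNPU. The family LTR48B, chosen after its values were seen, rose from 10.1 ± 0.0919 CPM to 79.7 ± 4.40 CPM (SD, n = 2), a log2 difference of 2.86 (limma adjusted p 2.11e-10). The 0 h count was 17 without shLUC at 0 h replicate 2 and 145 without shLUC at 2 h replicate 1. By 4 h of ActD 74 families had changed in shLUC, 17 higher and 57 lower, and 371 in shHNRNPU, 5 higher and 366 lower. The shLUC count was 13 without shLUC at 0 h replicate 2 and 206 without shLUC at 2 h replicate 2, and the shHNRNPU count was 151 without shHNRNPU at 0 h replicate 2. The direction in shLUC reversed under median-of-ratios scaling, with 145 higher and 18 lower, and under quantile scaling, with 285 higher and 43 lower. In shHNRNPU those scalings gave 17 higher and 87 lower, and 64 higher and 138 lower.

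The interaction over repeat families had a median of -0.27 at 1 h, with 84.5% of families below 0, -0.10 at 2 h, with 65.9% below 0, and -0.31 at 4 h, with 85.8% below 0. Limma called 2 families at 1 h, Charlie14a and LTR49-int, and 2 at 4 h, Charlie14a and L1PA4, all lower in shHNRNPU. The adjusted p of L1PA4 was 0.0448. The 4 h count was 0 without shLUC at 0 h replicate 2, shLUC at 4 h replicate 2 or shHNRNPU at 4 h replicate 1, and 1 with the replicate block and with most other libraries left out. At 2 h 0 families were called, with 68 at an unadjusted p under the threshold. Without shLUC at 2 h replicate 2 the counts were 147, 87 and 208, so the spread of the shLUC 2 h pair limited them. At 2 h the direction also turned on that pair, with 45 families higher and 29 lower without shLUC at 2 h replicate 1, and 1 higher and 86 lower without replicate 2. Repeat families took 10.6% ± 0.0634 of reads in shLUC at 0 h and 10.4% ± 0.368 at 4 h, and 10.2% ± 0.313 and 8.38% ± 0.638 in shHNRNPU.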

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

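Tests chosen after the result was seen were the time match at 1 h and 4 h with its repeats, the comparison of replicate 1 with replicate 2 libraries, the count of rises left after the GC content and length correction, and library quality weights. The 1 h and 2 h interactions and the repeat families were themselves not part of the planned comparisons. The 4 h interaction was planned, and the pluripotency list and the rule for naming genes were fixed, before the data were examined. The other patterns were noticed in these data before they were tested.

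The change after ActD differed between shHNRNPU and shLUC by the interaction test for 395 genes at 1 h, 453 at 2 h and 1133 at 4 h. At 1 h 374 of the 395 genes had fallen further in shHNRNPU. The GC content test, set before its result was seen, came out as an artifact would. Removing trends on GC content and transcript length gave 148 falls, under the share of the 374 set as the limit, and 138 of them were among the 374. The correction takes out any change that follows GC content or length, whatever its cause. It also moved the median 1 h interaction from -0.0543 to -0.00063, so it acts in part as a scaling. The lost calls therefore cannot tell bias from a real difference. The lowest count of falls with 1 library left out was 94, without shLUC at 0 h replicate 2. Any library left out of the 0 h or 1 h groups leaves 1 in its group and lowered the count of genes to between 94 and 188, so this test cannot show whether 1 library decides the count. Without shLUC at 2 h replicate 1 or 2, which are outside this contrast, the count rose to 1687 and 1686, and rises went from 21 to 503 and 499. Falls outnumbered rises with any 1 library left out, and after the correction, with 10 rises called. They also did so under median-of-ratios scaling, with 264 falls and 64 rises. Quantile scaling gave 162 falls and 49 rises, with 159 of those falls among the 374, so scaling may account for part of the falls. The share of rises thus depends on the spread estimate and the scaling. The 1 h differences computed from replicate 1 libraries and from replicate 2 libraries, which share no library, correlated across genes at a Spearman rho of 0.467. GC content or length bias may account for the falls that lost their call, and is argued against as the whole cause.

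A candidate explanation for the 1 h pattern is that the 1 h shHNRNPU libraries lie further along one common time axis. Against shLUC interpolated to 1.6 h, the best match, 97 genes were called in place of 395. The time was chosen to make the differences small. With the time chosen on every other gene and calls counted in the rest, 188 genes went to 55, and 206 to 38 with the parts exchanged. The drop turned on the shLUC 2 h pair, which enters the interpolated value. Without its replicate 1 the best match was 1.4 h and 1687 genes went to 1479, and without replicate 2 it was 1.7 h and 1686 went to 737. A shift in time may thus account for part of the 1 h pattern, and how large a part stays open. The shHNRNPU libraries at 2 h best matched shLUC at 2.75 h, where 195 genes were called in place of 453, 78 higher and 117 lower. This too turned on the shLUC 2 h pair, with a best match of 3 h without its replicate 1 and 2.8 h without replicate 2. Matching the time lowered the count in both of these fits, by a smaller share, and each leaves 1 library in that group. At the best match more genes were higher than lower without replicate 1, and more were lower than higher without replicate 2. The 4 h libraries best matched shLUC at 3.45 h, and at 3.55 h or 3.5 h without replicate 1 or 2 of that pair, so a constant longer exposure would not describe the whole course. A faster early fall of mRNA in shHNRNPU and a difference in handling or effective exposure of the 1 h libraries would both lower the count, and they were not tested against each other. No second set of libraries at 1 h was used here.

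At 4 h the test against one time axis came out differently, since 1001 genes in place of 1133 were called at the best-matching time. The counts were 2511 in place of 2588 without shLUC at 2 h replicate 1, and 2488 in place of 2595 without replicate 2, so a shift in time is argued against as the whole cause. The split went from 673 higher and 460 lower at the same hour to 390 higher and 611 lower at the best match. It depended on the shLUC 2 h pair, with 1281 higher and 1230 lower at the best match without replicate 1, and 1148 and 1340 without replicate 2. A shift in time may account for part of the rises, and how large a part stays open. Removing trends on GC content and length gave 969 genes, 758 of them among the 1133, and median-of-ratios scaling gave 1170, 1090 of them among the 1133, which argues against either as the whole cause. The lowest count with 1 library left out was 454, without shLUC at 0 h replicate 2. Each library left out of the 0 h or 4 h groups leaves 1 in its group and lowered the count, to at most 793, so this test decides nothing. Without shLUC at 2 h replicate 1 or 2 the count rose to 2588 and 2595. The direction was shared by independent libraries, with a rho of 0.517 between replicates. A higher 0 h level in shHNRNPU was weighed as a cause of larger falls. With the 0 h difference and the 4 h interaction taken from different replicates, the mean rho was -0.208, weaker than the -0.3 set beforehand. The sign is the one that explanation needs, so it may account for part of the pattern. A biological effect of the HNRNPU shRNA on mRNA persistence stays open as a hypothesis. Time and the 0 h level may each account for part, and there is 1 shRNA against HNRNPU in this time course. An incomplete block of transcription at 4 h, which was not tested, may also account for part of the rises.

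Named genes with a called interaction were CYP26A1 (3.40), FEZF1 (2.53), SDK2 (2.30), EGR1 (-2.05), JUN (-1.84), RASGRF2 (-1.73), ARC (-1.72), DUSP6 (-1.71), CER1 (-1.47), VGF (1.09) and NANOG (-0.72) at 4 h. At 1 h they were EGR1 (-2.29), ARC (-2.02), DUSP6 (-1.96), JUN (-1.57), SOX2 (-1.18) and NANOG (-1.07). The pluripotency list had a mean 4 h interaction of -0.24, and its call was lost with an estimated inter-gene correlation (adjusted p 0.0783). EGR1 and JUN started higher in shHNRNPU at 0 h, by 1.99 and 2.70, and so did NANOG (0.79), RASGRF2 (0.68), ARC (1.07), DUSP6 (0.49) and CER1 (3.78). VGF also started higher (3.26), though its interaction was a rise. The level of CER1 in shLUC was 0.568 CPM at 0 h and 0.804 CPM at 4 h, so a fall could hardly show there. Its interaction rests on the fall from 20.5 to 7.68 CPM in shHNRNPU, and does not show a different response to ActD. CYP26A1 (-0.92), FEZF1 (-1.94) and SDK2 (-0.84) started lower. The same 0 h libraries enter both values, and whether the 0 h level shaped the change of these genes was not tested. At 4 h the levels of EGR1 (difference -0.05, limma adjusted p 0.892) and NANOG (0.07, adjusted p 0.632) were not called different between the shRNAs. Their 4 h interactions thus came with a 0 h difference and no called difference at 4 h. ARC (-0.65), DUSP6 (-1.21) and RASGRF2 (-1.05) were lower in shHNRNPU at 4 h, and JUN (0.86) and CER1 (2.31) were higher. CYP26A1, FEZF1 and SDK2 rose in CPM between 2 h and 4 h in shHNRNPU while transcription was meant to be blocked. Genes called at least 2-fold above 0 h numbered 15 at 2 h and 115 at 4 h in shHNRNPU, and 9 and 33 in shLUC. EGR1 also rose in shLUC, from 1.79 CPM at 2 h to 4.27 CPM at 4 h. An incomplete block at 4 h, in the libraries of either shRNA, was not tested.

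Among repeat families the interaction test called 2 families at 1 h and 2 at 4 h. These counts hide a shift over most families. Its median at 4 h was -0.31, it was -0.32 after median-of-ratios scaling, and the leave-one-out median nearest 0 was -0.25. Scaling and single libraries are therefore argued against as the whole cause of the 4 h shift. At 1 h the median went from -0.27 to -0.21 under median-of-ratios and -0.17 under quantile scaling, and at 2 h from -0.10 to -0.07 and -0.03, so scaling may account for part of the shift at those times. Reads of introns or unspliced RNA that carry repeats would move many families together, and were not tested.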

How the results depend on the processing

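The GC content and length correction, the joint fit of genes and repeat families, and library quality weights were chosen after the data were seen. The other alternatives were fixed before. The main test planned for counts, edgeR quasi-likelihood, was not run, and neither was the fit by DESeq2 that had been planned for counts. The deposited unit is CPM, and the whole reads it converts to were not used for a fit. The planned results for 18 libraries not analysed here have no value.

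Of 33 named values, 20 kept their sign and their side of the threshold under every alternative run. Over 913 alternatives of named values 875 kept both, 3 lost the call, 26 gained one and 9 changed sign. HNRNPU at 0 h stayed called and negative under all 28 alternatives, from -1.23 to -1.09. The HNRNPU interaction became 0.0335 at 4 h under quantile scaling, and at 1 h 0.0553 under median-of-ratios scaling and 0.31 under the GC content and length correction. Leaving out libraries gave it -0.0549 to 0.0408 at 1 h, with positive values without shLUC at 0 h replicate 2 (0.0408), shLUC at 1 h replicate 2 (0.00045) and shHNRNPU at 1 h replicate 1 (0.0298). The MATR3 interaction at 1 h became 0.18 on ENSG00000015479 and 0.17 on ENSG00000280987 under the GC content and length correction. POU5F1 at 0 h ranged from -0.0241 to 0.0613 with libraries left out. The cause was not tested.

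Counts of genes in the 1 h, 2 h and 4 h interactions were 395, 453 and 1133. With only the groups of the comparison they were 2328, 144 and 2398, because the shLUC 2 h pair then no longer adds to the spread at 1 h and 4 h. A log2 change of at least 1 gave 152, 142 and 258, and an adjusted p under 0.01 gave 116, 118 and 398. The 1 h count was 211 under quantile scaling, 680 with a pseudocount of 10 and 158 after the GC content and length correction, and the cause was not tested. Quality weights, which gave the shLUC 2 h pair a weight of 0.247, gave 2046 genes at 1 h and 2467 at 4 h.

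For changes from 0 h, a log2 change of at least 1 gave 209, 1045 and 2785 genes in shLUC at 1, 2 and 4 h, and 975, 1719 and 2667 in shHNRNPU. An adjusted p under 0.01 gave 592 genes in shLUC and 2626 in shHNRNPU at 1 h. With only the groups of the comparison, shLUC had 3170 genes at 1 h and 2147 at 2 h, and with quality weights 2872 and 2792. At 0 h the difference between the shRNAs gave 671 genes at a log2 difference of at least 1 and 3267 at an adjusted p under 0.01.

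For repeat families at 1 h, the interaction gave 200 families with only the groups of the comparison, 4 with a pseudocount of 10, 10 in the joint fit and 185 with quality weights. At 2 h it gave 2 with a pseudocount of 10, 5 in the joint fit and 3 with quality weights. At 4 h it gave 186 with only the groups of the comparison, 1 under quantile scaling, 19 with the robust spread model, 1 at a log2 change of at least 1, 1 at an adjusted p under 0.01, 59 in the joint fit and 177 with quality weights. The 4 h change in shLUC gave 260 with only the groups of the comparison, 163 under median-of-ratios scaling, 328 under quantile scaling, 9 at a log2 change of at least 1, 23 at an adjusted p under 0.01, 190 in the joint fit and 259 with quality weights. In shHNRNPU it gave 104 under median-of-ratios scaling, 202 under quantile scaling, 39 at a log2 change of at least 1 and 234 at an adjusted p under 0.01. The 0 h difference gave 154 with only the groups of the comparison, 12 at a log2 difference of at least 1, 34 at an adjusted p under 0.01, 121 in the joint fit and 156 with quality weights. The cause of these moves was not tested beyond the construction of each alternative.

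With each of the 16 libraries left out in turn, a lone library is assumed to vary like the other groups. Gene counts ranged from 94 to 1687 for the 1 h interaction, 96 to 3064 at 2 h and 454 to 2595 at 4 h. In shLUC they ranged from 461 to 2245 at 1 h, 3198 to 6405 at 2 h and 6448 to 8495 at 4 h, and in shHNRNPU from 2605 to 5471, 4302 to 6826 and 6419 to 8491. The 0 h difference ranged from 3154 to 6235. Repeat families ranged from 2 to 147, 0 to 87 and 0 to 208 for the interactions, 13 to 206 for shLUC and 151 to 506 for shHNRNPU at 4 h, and 17 to 145 at 0 h. The highest values came without one of the shLUC 2 h libraries, and the lowest gene counts of the interactions came without shLUC at 0 h replicate 2. Gene lists called ranged from 1 to 2.

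The replicate block moved no gene count by over 1.5 times. Deviations of libraries with the same number correlated at r between -0.0895 and 0.0426 over 28 pairs of groups, 0 of them over 0.1, so the numbers do not pair the libraries. The block gave 1 repeat family in place of 2 for the 4 h interaction, and moved no other count of repeat families that far. Of the 16 gene list tests, fry called 4 and camera with an estimated correlation called 0, against 1. At these library totals the simulated 4 h interaction recovered 40% of 1.5-fold changes and 78% of 2-fold changes, and no other depth or noise level was simulated. The spread of the shLUC 2 h pair, which the simulation does not hold, also limits the real calls.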

Other observations

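The depth test, the share of the 4 h fall, the component scores, the random histone lists and the rescaled histone medians were chosen after the result was seen.

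The library of shLUC at 2 h replicate 2 lay apart from replicate 1. The SD of the log2 difference between them was 0.384 over genes, against 0.192 to 0.246 in the other 7 pairs, and repeat families took 8.17% of its reads against 10.7% in replicate 1. Its total of 9481682 reads was inside the range of the other libraries, which argues against low depth. The difference correlated with GC content at a rho of 0.26, the largest of the 8 pairs but under the 0.3 set beforehand. Removing the trends on GC content and length left an SD of 0.367, so this bias is argued against as the whole cause and may account for a small part. With the later change in shLUC the rho was 0.11, which argues against a different effective time after ActD as the whole cause. Replicate 2 had reached 56.4% of the 4 h fall over the genes falling in both shRNAs, against 49.5% in replicate 1, and lay later on the first principal component, at 10.3 against 3.62, so time may account for a small part. What set this library apart stays open, and no biological explanation was tested.

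Histone genes were higher in shHNRNPU at 0 h. Of 10 genes with HIST symbols in the table, 10 had a positive difference and 9 were called, with a median log2 difference of 1.88. This lay above the highest median of 10000 random lists of the same size matched on mean expression, 0.68. The median was 1.84 under median-of-ratios scaling and 1.92 under quantile scaling. Summed over these 10 genes, shLUC held 36.7 ± 2.17 CPM and shHNRNPU 227 ± 15.2 CPM at 0 h (SD, n = 2), and the lower shHNRNPU library held 216 CPM. Reads moving between the listed copies would leave that sum level, but copies absent from the table are not in it, so reads shared with those stay open. The median of 1.83 after the GC content and length correction argues against that bias. Differences in the capture of RNA without a poly(A) tail, in cell cycle or in the processing of histone RNA may each give this pattern and were not tested.

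The deposited table of mean CPM lacks 119 genes that the table with 1 column per library holds. All 119 have a hyphen in the symbol, and none of the 12564 genes kept has one. The highest group mean among them was 1162 CPM, so the loss is not a filter on low values. These genes were kept in every test here.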
